# Hormonal Signaling and Follicular Regulation in Normal and Miniature Pigs During Corpus Luteum Regression

**DOI:** 10.3390/ijms26157147

**Published:** 2025-07-24

**Authors:** Sang-Hwan Kim

**Keywords:** reproduction, hormonal regulation, minipigs, porcine, follicular development

## Abstract

Reproductive efficiency in pigs is regulated by hormonal pathways that control follicular development at Day 15 of the estrous cycle, during corpus luteum regression. Miniature pigs are extensively employed as human-relevant models in biomedical research, yet their reproductive characteristics during mid-luteal regression remain inadequately characterized, limiting assessments of their translational reliability. Differences in follicular morphology, hormonal signaling, and vascular development may underlie their lower fertility compared to conventional pigs. In this study, follicular development after corpus luteum formation was compared between conventional pigs and minipigs using histological staining, immunofluorescence, hormonal assays, and transcriptomic profiling. The expression of VEGF, mTOR, LH, FSH, PAPP-A, and apoptosis markers was evaluated across the granulosa and thecal regions. Differential gene expression was analyzed using microarray data followed by GO categorization. Minipigs exhibited smaller follicles, reduced vascularization, and lower VEGF and MMP activity compared to conventional pigs. Expression of LH and PAPP-A was higher in conventional pigs, while minipigs showed relatively elevated E2 and FSH levels. Transcriptomic data revealed greater upregulation of cell-survival- and angiogenesis-related genes in conventional pigs, including genes involved in IGF pathways. Apoptosis and poor extracellular matrix remodeling were more pronounced in minipigs. Minipigs demonstrated impaired follicular remodeling and weaker hormonal signaling after corpus luteum formation, which likely contributed to their reduced reproductive efficiency. Understanding these species differences can guide breeding strategies and fertility management in biomedical and agricultural settings.

## 1. Introduction

The estrous cycle in pigs spans approximately 21 days, with ovulation initiated by a rapid surge in luteinizing hormone (LH) levels triggered by a negative feedback mechanism in response to elevated estrogen concentrations [1,2,3]. Ovulation typically occurs two days after the LH surge. Following ovulation, the ovaries undergo notable morphological changes, including the formation of the corpus luteum and the regression of previously developed but non-ovulated follicles [2,4].

During follicular development, the insulin-like growth factor (IGF) signaling pathway plays a central role; it is stimulated by estradiol to enhance granulosa cell metabolism and promote neovascularization [5,6]. Initially, preantral follicles lack vascular supply, but as development progresses, a vascular sheath forms within the theca layer. This leads to the establishment of two distinct capillary networks in the theca interna and externa, which are essential for nutrient transport and follicular maturation [7,8].

On day 15 of the estrous cycle, during corpus luteum regression, LH and progesterone signaling induce follicular regression, involving changes in survival factors and neovascularization [6,9,10]. At this stage, granulosa cells begin to experience functional decline and undergo apoptosis, a key mechanism in follicular atresia [9,10]. Apoptosis proceeds more rapidly in atretic follicles than in external follicular or thecal cells, and it is mediated by caspase-3 (Casp-3) activation following apoptotic ligand stimulation, which leads to cytosolic degradation and DNA fragmentation [11]. Proper regulation of this apoptotic cascade is critical for maintaining follicular homeostasis and ensuring appropriate oocyte selection for the subsequent reproductive cycle [12].

Miniature pigs are increasingly utilized as human-relevant models in biomedical research due to the physiological similarity between the two animals, yet follicular regulation immediately after corpus luteum formation remains insufficiently characterized, limiting confidence in these pigs’ translational applicability. However, minipigs exhibit distinct reproductive characteristics relative to conventional pigs, particularly regarding hormonal signaling and follicular development. Prior work [6] and more recent evidence [13] indicate that minipigs exhibit reduced reproductive efficiency, likely driven by alterations in key hormonal signaling pathways such as VEGF-mediated angiogenesis and LH receptor activity. Notably, LH receptor activity is lower in minipigs, resulting in delayed follicular maturation and compromised corpus luteum function [13]. This dysfunction is accompanied by more apoptosis and diminished follicular regeneration, further impairing reproductive capacity [14,15]. While the IGF/AKT pathway continues to support follicular growth in conventional pigs after corpus luteum formation, it remains unclear whether this survival mechanism persists to the same extent in minipigs [16].

A further distinction lies in vascular development and extracellular matrix (ECM) remodeling. Vascularization is vital for follicular growth and luteal maintenance, as it supports both nutrient delivery and hormonal signaling. In conventional pigs, VEGF-mediated angiogenesis and matrix metalloproteinase (MMP) activity facilitate rapid follicular expansion and ECM remodeling. In contrast, minipigs exhibit lower VEGF expression and MMP activity, leading to impaired vascularization and delayed follicular maturation following corpus luteum formation [17,18]. This reduced vascular support may compromise the hormonal microenvironment necessary for oocyte development [15]. Despite these observations, the molecular mechanisms underlying ECM remodeling and vascular development in minipigs remain poorly defined.

Apoptosis is a critical process in follicular atresia, yet its regulatory dynamics appear to differ between species. In conventional pigs, apoptosis is primarily confined to atretic follicles, while granulosa and thecal cells in developing follicles are sustained via IGF/AKT and VEGF signaling [14,15]. Conversely, in minipigs, apoptosis is prematurely activated after corpus luteum formation, resulting in early loss of granulosa cells and impaired follicular regeneration [13,17]. This suggests a deficiency in survival-promoting factors that may further destabilize the balance between follicular growth and regression. The role of Casp-3-mediated apoptosis in minipigs, particularly in the context of hormonal receptor interactions, remains insufficiently characterized. Clarifying these molecular pathways is crucial for understanding the mechanisms underlying delayed follicular development and suboptimal fertility in minipigs.

Therefore, this study was conducted to elucidate species-specific differences in follicular development and survival mechanisms between minipigs and conventional pigs. We analyzed LH receptor activity and IGF/AKT signaling, assessed VEGF and MMP expression related to vascularization and ECM remodeling, and evaluated the involvement of Casp-3-mediated apoptosis in regulating follicular survival.

## 2. Results

### 2.1. Differences in Follicular Development Between Minipigs and Conventional Pigs

Figure 1A illustrates the morphological differences in follicular development between conventional pigs and minipigs. In the conventional pigs, the granulosa cell layer and basal layer were more developed, showing greater thickness and organization. Additionally, there was a higher density of intra-thecal cells and more extensive capillary dilation. In contrast, ovarian maturation appeared delayed in the minipigs, with the minipigs’ follicles maintaining preantral and early antral morphology, whereas the conventional pigs exhibited fully developed large antral follicles. These morphological disparities suggest that follicular distribution and vascular expansion are more pronounced in the ovaries of conventional pigs, resulting in significant structural differences in comparison to minipigs. In situ zymography revealed higher matrix metalloproteinase (MMP) activity in the theca cell zone of the conventional pigs in comparison to that in the minipigs (Figure 1B,C). In the conventional pigs, MMP activity was predominantly localized in the cytoplasm of the extra-thecal zone. In the minipigs, while numerous micro-vessels were observed in the extra-thecal zone, MMP activity was primarily concentrated around these micro-vessels (Figure 1C). This indicates regional differences in tissue remodeling and enzymatic activity between the two pig types. The mean ovulation rate, expressed as the number of corpora lutea per ovary, was significantly higher in the conventional pigs (14.2 ± 1.3) in comparison to the minipigs (9.6 ± 1.1; *p* < 0.05; Figure 1D). This difference corroborates the observed disparities in follicular development and reproductive efficiency between the two groups.

### 2.2. Gene Differences That May Affect Ovarian Development and Follicle Maturation in Minipigs and Normal Pigs

To compare gene expression profiles between conventional pigs and minipigs, we used a porcine 4 × 44 K microarray chip containing 44,000 genes. 

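RNA from ovarian tissue without corpora lutea, collected on day 15 of the cycle, was hybridised to 1 single-colour Agilent array for the conventional pigs (Yorkshire sows) and to 1 for the minipigs (Midget pigs). The methods name 5 animals of each breed, and the paper's text does not say whether the RNA on an array came from 1 animal or from a pool. The authors deposited the scanner output of each array, in which Feature Extraction gives every spot a background-corrected intensity and a flag for being well above background. Each array held 43803 spots other than controls, for 43603 different probes, of which 50 were printed 5 times. No spot was saturated. Outlier flags removed 5 spots of the minipig array and 10 of the conventional pig array, which left 43597 probes. The median intensity was 127 on the minipig array and 119 on the conventional pig array, and 88.1% and 85.2% of the probes, respectively, were well above background. Intensities were converted to log2 and each array was set to zero at its 75th percentile. All log2 differences are conventional pig minus minipig. Of the probes, 36659 were well above background on both arrays. For another 2224, only 1 array was, and the difference is a bound taken against the lowest intensity well above background on the other array, or the probe's own intensity there if higher. The arrays lay on the same slide. With 1 array per breed, no difference between the breeds has a replicate check and no test was run, so the values describe these 2 arrays and their number limits the precision. The authors also deposited a table of normalized log2 values for 5617 probes, in which the breeds are assigned the other way round. Its minipig column equals the log2 scanner intensity of the conventional pig array minus a constant, with a largest departure of 7.46e-07, and its conventional pig column equals that of the minipig array in the same way. The scanner files' own labels are used for every value, so that "conventional pig array" and "minipig array" mean the arrays with those labels, and each direction is the opposite one under the labels of the table.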

Data normalization and clustering were performed using MA and scatter plots (Figure 2A,B) to reduce variation. 

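After each array was set to zero at its 75th percentile, the log2 levels of the 36659 probes well above background on both arrays had a Pearson correlation of 0.955 across probes, which are not independent replicates. The 25th and 75th percentiles of their log2 differences were -0.48 and 0.32, and 46.4% of these probes differed by less than 1.3-fold. The median log2 difference over all probes was -0.11. Median centring moved this median by 0.15, quantile normalization by 0.12 and loess normalization by 0.11, each toward the conventional pig array. Repeated spots gave the only technical replication. Over 42 probes printed several times and well above background on both arrays, the SD between spots of a probe was 0.20 on the minipig array and 0.15 on the conventional pig array on the log2 scale, which gives an SD of 0.25 for a difference between 2 single spots. This spread covers the spots and not the animals.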

The results showed 17,673 genes were upregulated and 22,575 were downregulated in the ovaries of conventional pigs (Table 1). 

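Of the 38883 probes with a difference or a bound, 8711 were at least 1.3-fold higher on the conventional pig array and 12749 were at least 1.3-fold higher on the minipig array. At 1.5-fold the numbers were 6044 and 8325, at 2-fold 2909 and 3475, and at 3-fold 1128 and 1184. Among the 2-fold probes, 187 of those higher on the conventional pig array and 568 of those higher on the minipig array were bounds. The share of 1.3-fold probes that were higher on the minipig array was 59.4%, and it was 44.8% after median centring. At 2-fold this share was 54.4%, against 40.2% after median centring and 41.1% after normexp background correction. At 3-fold it was 51.2%, against 39.7% and 34.9% in the same order. Normexp correction changed the counts most among the scalings and filters, with 1411 probes at least 2-fold higher on the minipig array. Under the breed labels of the deposited log2 table the directions are exchanged.

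**Figure D1:**
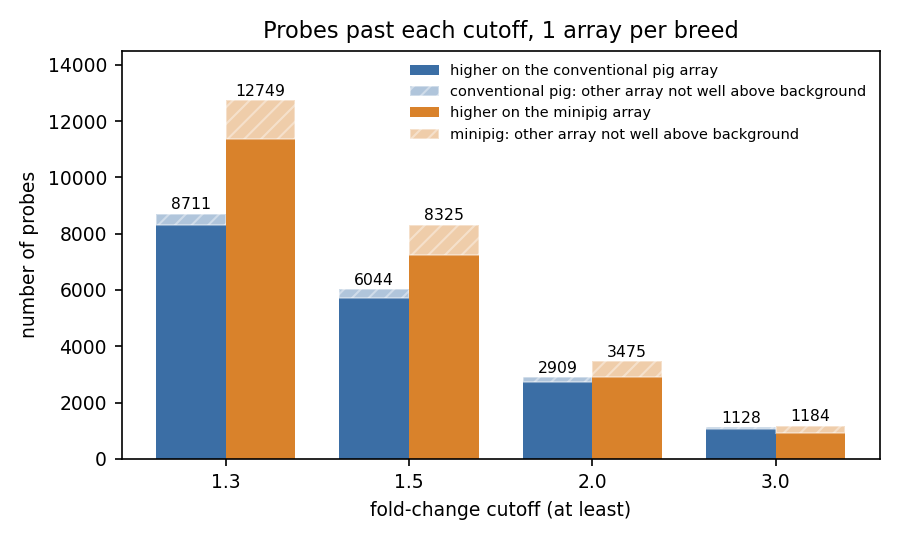
Number of probes (vertical axis) at least 1.3-, 1.5-, 2.0- and 3.0-fold different between the conventional pig array and the minipig array (horizontal axis). Hatched parts are probes whose other array was not well above background; the totals fall from 8711 and 12749 probes at 1.3-fold to 1128 and 1184 at 3.0-fold.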

In total, 40,248 differentially expressed genes were identified and further analyzed through hierarchical clustering. Among these, 1472 genes were more highly expressed in the conventional pigs, while only 681 were prominent in the minipigs. 

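Each probe past a higher cutoff is also past every lower one. Counted once each, 21460 probes differed by at least 1.3-fold in either direction, 14369 by at least 1.5-fold, 6384 by at least 2-fold and 2312 by at least 3-fold. The largest differences among genes whose probes, at least 2 per gene, were all well above background on both arrays and all past 2-fold the same way were taken as the genes to name. Higher on the conventional pig array were MT1A (log2 difference 4.63), DHRS4 (3.95), MSMO1 (3.82), FABP3 (3.82) and LOC396781 (3.34). Higher on the minipig array were SAL1 (-4.58), IGFBP2 (-4.31), CYP19A3 (-4.11), AMY2 (-3.95) and HSP70.2 (-2.84). CYP19A3 has close paralogs, and binding of their transcripts by its probes was not tested, so its value is uncertain. AMY2 was measured by 23 probes, with log2 differences from -4.30 to -3.31. In the deposited log2 table, which exchanges the breeds, each of these genes has the opposite sign.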

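A gene symbol could be given to 5577 of the 43597 probes, or 12.8%, by matching their transcript accessions to the RefSeq annotation of the pig genome, and 2363 symbols had a difference or a bound. Taking the median over the probes of each symbol, 277 genes (11.7%) were at least 2-fold higher on the conventional pig array and 188 (7.96%) were at least 2-fold higher on the minipig array. Among probes, by contrast, more were 2-fold higher on the minipig array. Of 234 genes with several probes well above background on both arrays and a median past 2-fold, 223 (95.3%) had all probes in the same direction and 154 had every probe past 2-fold. The numbers of genes change sides with the breed labels of the deposited log2 table.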

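Genes of Wnt signaling and of insulin and IGF signaling were taken from lists written before the data were examined. Only 23 of the 111 Wnt genes had a value on the arrays, so their values are void as a measure of the whole pathway. Their median log2 difference was -0.18. This lay at percentile 7.39 of the medians of 10000 random lists of the same size and mean level, a description of these 2 arrays only. It was closest to 0 after median centring, at -0.02. Of the 108 insulin and IGF genes, 41 had a value, again too few to stand for the pathway. Their median log2 difference was 0.23, at percentile 89.4, and 25 of them were higher on the conventional pig array. IGFBP3 (2.25) and HK2 (1.32) were the highest on that array, and IGFBP2 and SOCS2 (-1.19) the highest on the minipig array. HK2, measured by 1 probe, was at 0.48 after normexp correction and SOCS2 at -0.71, both under 2-fold. IGF1 itself had a log2 difference of -0.40 and IGF1R of 0.06, and AKT1 of -0.16. Under the breed labels of the deposited log2 table these signs would be the opposite ones, but the table itself lists only probes past 2-fold and none of IGF1, IGF1R and AKT1.

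**Figure D2:**
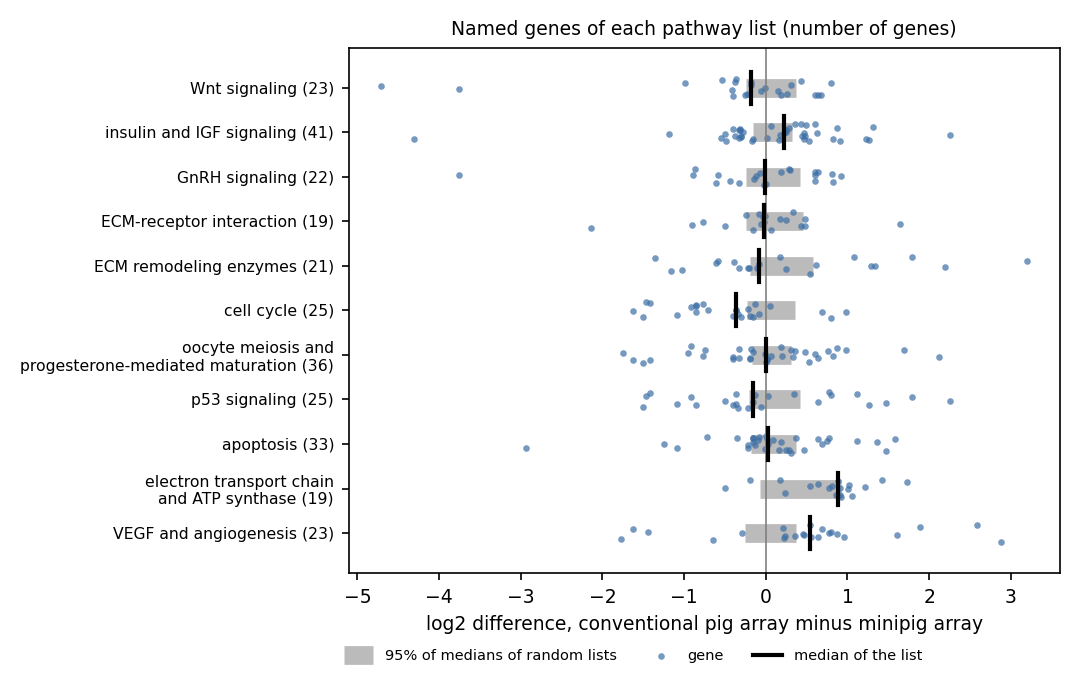
Log2 difference, conventional pig array minus minipig array (horizontal axis), of each gene with a value in 11 pathway lists (vertical axis, number of genes in parentheses). Points are genes, black bars are list medians and grey bands hold 95% of the medians of random lists. The cell cycle median of -0.37 lies left of its band and the VEGF and angiogenesis median of 0.54 lies right of it.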

The significantly enriched pathways in the conventional pigs included those related to cell development, such as Wnt and IGF signaling. Hormonal signal pathways, including GnRH signaling, were also more active. 

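Of the 81 genes in the GnRH signaling list, 22 had a value, which is too few for the list to measure the pathway. Their median log2 difference was -0.01, at percentile 34.2 of random lists, with 11 genes higher on each array. The median changed sign under 5 of 7 alternatives and lay between -0.02 and 0.14. Only JUN was past 2-fold, at -3.76. HBEGF (0.92) and MAP2K1 (0.82) were the highest on the conventional pig array, although the 5 probes of MAP2K1 ran from -0.17 to 1.44. The GnRH receptor gene GNRHR had a log2 difference of -0.12 from 1 probe, while its other probe was not well above background on either array. This direction reversed under median centring, quantile and loess normalization. By the labels of the deposited log2 table, JUN is higher in the conventional pig.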

Genes related to extracellular matrix (ECM) remodeling showed higher expression, suggesting more active tissue reorganization in conventional pigs. 

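The list of ECM remodeling enzymes and their inhibitors had values for 21 of 44 genes, so it does not measure the whole group. The median log2 difference was -0.08, at percentile 11.6 of random lists, and it changed sign under 4 of 7 alternatives, reaching 0.17 with probes well above background on both arrays. The mean was 0.31, of the opposite sign. At least 2-fold higher on the conventional pig array were 6 genes, led by TIMP1 (3.20) and TIMP2 (2.20), which encode inhibitors of matrix metalloproteinases. On the minipig array 3 genes were at least 2-fold higher, among them MMP11 (-1.16) and SERPINE2 (-1.03). MMP9 had a log2 difference of 1.29 and MMP2 of -0.61. In all, 42.9% of the genes differed at least 2-fold. These directions hold for the labels of the scanner files and are exchanged under those of the deposited log2 table, which does not list MMP2.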

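Genes of the electron transport chain and ATP synthase were the list closest to mitochondrial terms. Of 87 genes, 19 had a value, so the list stands only for those genes. Their median log2 difference was 0.88, at percentile 95.4 of random lists, and 17 of the 19 were higher on the conventional pig array by the scanner labels. Of the random lists, matched in level, 95% had medians between -0.08 and 0.92. That band lies mostly on the side of the conventional pig array, and this list lay within it. At least 2-fold higher on that array were 6 genes and on the minipig array 0. The share of genes past 2-fold was 31.6%, but 57.9% after median centring and 10.5% after quantile normalization. UQCR10 (1.73) and ATP5G1 (1.43) were the highest on the conventional pig array. COX7A1 (-0.49) and ATP5E (-0.19) lay on the other side, although the 2 probes of ATP5E ran from -0.88 to 0.50. Annotation of genes to ontology terms was not used here, so the enrichment of terms was not recomputed. The breed labels of the deposited log2 table give the opposite direction.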

Gene ontology (GO) analysis showed increased expression across eight categories in conventional pigs, including two biological processes, two molecular functions, and four cellular components (fold-change cutoff = 2.0) (Table 2).

### 2.3. Significant Differences in Hormonal Action and Tissue Reorganization of Ovarian Tissue

Figure 1 and Figure 3C show clear morphological differences in follicle development between conventional pigs and minipigs. Figure 3A presents Alcian blue staining results for mucopolysaccharides. In the conventional pigs, the granulosa cell zone showed negative staining, while the theca cell zone showed a clear positive signal. In the minipigs, however, both granulosa and theca zones displayed positive staining, but the extra-thecal zone was much less developed compared to that of conventional pigs. In terms of calcium (Ca^2+^) activity, the ovaries of the conventional pigs showed strong activity throughout the tissue, especially in the granulosa and extra-thecal regions (Figure 3B). The minipigs displayed a similar pattern, but their overall Ca^2+^ activity was significantly lower. Figure 4 compares the expression and localization of E2, LH, FSH, and PAPP-A. All four hormones were primarily localized in the intra-thecal and granulosa zones, with little expression in the extra-thecal region. In the minipigs, E2 and FSH were more strongly expressed, particularly in the granulosa layer. In contrast, LH and PAPP-A levels were higher in the conventional pigs LH mainly in the intra-thecal cells, and PAPP-A levels were mainly higher in the granulosa zone. These differences were consistent and statistically significant.

### 2.4. Comparison of the Expression of Angiogenesis- and Tissue-Composition-Related Factors According to Differences in Follicle Formation

Figure 5 compares the expression of proteins involved in angiogenesis, cell viability, and tissue composition in conventional pigs and minipigs. In the conventional pigs, mTOR and VEGF were more strongly expressed in major follicular regions, consistent with the increased quantity of vascular structures observed earlier (Figure 1). BrdU and dynactin p62, both related to cell proliferation and cytoskeletal integrity, also showed higher expression in the conventional pigs. Likewise, β-actin staining indicated more developed granulosa and theca layers. We observed that gene expression related to vascular development and cell structure is generally reduced in minipigs, which may contribute to delayed follicular development and less efficient tissue remodeling.

## 3. Discussion

Minipigs have become invaluable in translational research on topics ranging from xenotransplantation to metabolic disease owing to their physiological similarities with humans [18,19]. However, we observed that follicular remodeling after corpus luteum formation in minipigs is marked by reduced VEGF-mediated angiogenesis and diminished IGF/AKT/mTOR survival signaling mechanisms [6], which were also shown to be disrupted by GnRH II receptor knockdown in gilts [20,21], collectively impairing follicle maturation and contributing to higher atresia rates, consistent with species-related differences in apoptosis during luteolysis [22].

In conventional pigs, robust VEGF expression fosters extensive capillary networks, enhancing progesterone delivery to enable optimal luteal support, whereas minipigs exhibit sparse vascularization and premature apoptosis via elevated Caspase-3 activity. These mechanistic differences parallel human luteal phase dysfunction documented in *Endocrine Reviews* [8], suggesting that minipigs may serve as models for studying impaired angiogenesis and survival signaling in luteal disorders. Thus, while minipigs mirror many aspects of human ovarian physiology, their unique regulatory network creates both opportunities to investigate luteal phase pathophysiology and challenges for developing breeding strategies that optimize fertility.

In our study, analysis of hormone responses and MMP activity after corpus luteum formation indicated that follicular regression in minipigs is associated with rapid apoptosis, particularly in the thecal layer, leading to reduced follicular function [20].

Our histological findings showed that the conventional pigs exhibited a well-developed extra-thecal region and a thicker granulosa layer, while the minipigs had less condensed granulosa cells and exhibited limited development in the extra-thecal zone. These results are consistent with prior reports linking corpus luteum formation to structural regression that supports luteal activity [10]. Additionally, we observed signs of follicular cell damage and apoptosis, such as disrupted micro-vesicles and elevated P53/Caspase-3 signaling alongside regulation of the IGF/AKT pathway, indicating that some follicular function is maintained throughout the estrous cycle in both species [21].

While both types of pigs showed activation of genes related to cellular structure and MMP-induced ECM remodeling [6,22], the minipigs displayed a notably slower rate of follicular development, which appears to be closely tied to increased apoptosis after corpus luteum formation [6]. Unlike previous studies that focused on follicular regression alone, our data suggest that some follicular structures remain hormonally active even after corpus luteum formation, possibly playing roles in secondary hormonal regulation [23,24]. Although minipigs have lower systemic estrogen levels and shorter estrous cycles, the minipigs in our study exhibited higher expression of estrogen and FSH receptors. In contrast, mTOR and VEGF signaling were significantly suppressed [24].

Our microarray results further supported this, showing lower expression of genes associated with cell viability, progesterone-mediated oocyte maturation, and ECM–receptor interactions in minipigs [9]. These results support the idea that minipigs undergo less active tissue remodeling and oocyte development. 

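Lists of genes for cell viability, oocyte maturation and ECM-receptor interaction had values for under 40% of their members, so each is void as a measure of its pathway. For cell cycle genes (25 of 114) the median log2 difference was -0.37, at percentile 0.30 of random lists, with 21 genes higher on the minipig array by the scanner labels. CDC20 (-1.63) and CDK1 (-1.50) were the highest there. Whether a different share of follicle cells in the tissue moved these genes was not tested. Of the p53 signaling genes (25 of 69), 4 were at least 2-fold higher on the minipig array, among them GADD45A (-1.46). On the conventional pig array 5 were, among them IGFBP3 (2.25). The mean of the list was 0.03 and its median -0.16, at percentile 5.67. This median lay within the random lists except under normexp correction, which took it to percentile 2.10. Apoptosis genes (33 of 83) had a median of 0.03, at percentile 37.0, with IL1B (-2.94) and BIRC5 (-1.25) higher on the minipig array and CFLAR (1.59) and XIAP (1.36) on the conventional pig array. For oocyte meiosis and progesterone-mediated oocyte maturation (36 of 124) the median was 0.00, at percentile 34.9, with 18 genes higher on each array. Among genes whose probes were all well above background on both arrays, MOS (-1.75) was the highest on the minipig array, and PGRMC1 (2.12) and YWHAZ (0.98) were the highest on the conventional pig array. ECM-receptor genes (19 of 82) had a median of -0.03, at percentile 26.3, from TNC (-2.14) and COL5A1 (-0.90) to ITGAV (0.49) and SDC4 (1.64). The last 2 medians changed sign under 4 and 3 of 7 alternatives. All directions are exchanged under the labels of the deposited log2 table. From lower expression of such genes in minipigs, the paper proposes that tissue remodeling and oocyte development are less active in them.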

Hormonal signaling pathways in minipigs may be less responsive overall. Weak receptor activation and diminished feedback regulation likely contribute to reduced ovarian function. 

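Of the 23 Wnt signaling genes with a value, 9 were higher on the conventional pig array and 14 on the minipig array, and none and 2, respectively, were past 2-fold. SFRP4, which encodes a secreted Wnt antagonist, had a log2 difference of -4.71 from 1 probe, and JUN was the other gene past 2-fold. CCND3 (0.80) and LEF1 (0.67) were the highest on the conventional pig array. The 3 probes of LEF1 disagreed, from -0.23 to 0.76. With the breeds as in the deposited log2 table, SFRP4 is higher in the conventional pig.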

While earlier studies have suggested stable hormonal pathways [4], our findings show downregulation of cellular component genes and suppression of Wnt signaling, which may impair angiogenesis and follicular vascularization in minipigs [21,25].

Notably, we confirmed the presence of major hormone receptors in the granulosa cells regardless of corpus luteum status, and we observed localized VEGF expression around follicles, suggesting that vascular remodeling continues throughout the cycle [26]. However, expression of VEGF, mTOR, BrdU, and dynactin p62 was lower in the minipigs, indicating weaker regulation of cell proliferation and follicular remodeling. This suggests that while conventional pigs maintain some follicular activity post-ovulation, minipigs may experience functional exhaustion, contributing to lower fertility [23,26,27,28]. Taken together, our findings suggest that the estrous cycle and follicular development in minipigs are regulated by a more fragile hormonal network, leading to increased follicular atresia and impaired ovarian remodeling. The combined downregulation of VEGF and Wnt signaling, along with elevated apoptosis through Caspase-3 and P53, points to a distinct pattern of follicular regression in minipigs. This likely contributes to their reduced reproductive efficiency. Future studies should explore strategies such as hormonal supplementation or gene-based interventions to improve follicular survival and enhance reproductive outcomes in minipigs. Such research may also yield valuable insights for veterinary and biomedical applications.

## 4. Materials and Methods

All animal procedures were conducted in accordance with the National Guidelines for Agricultural Animal Care and were approved by the Hankyong National University Animal Experimental Ethics Committee, Korea. All immunological experiments were performed as described previously (HK-2023-2).

### 4.1. Collection and Preparation of Estrus Ovaries from Normal Pigs and Minipigs

Ethical approval (HK-2023-2) was obtained from the HKNU Animal Experimental Ethics Committee. Estrous cycles were monitored daily by evaluating standing reflex and vulvar morphology, with day 0 marked at first confirmed estrus. On day 15, corresponding to the mid-luteal regression phase cycle, staging was verified by measuring progesterone concentrations and inspecting ovarian structure, including counting corpora lutea and measuring average follicle diameters [27,28,29]. Under sterile conditions at Dodram LPC (Anseong, Republic of Korea), ovaries from five Yorkshire sows (10 months old; ≥3 cycles completed) and five Midget minipigs (10 months old; puberty onset at 3 months; ≥3 cycles completed) were harvested within 30 min of slaughter. Collected tissues were immediately submerged in precooled isopentane over liquid nitrogen and stored at –80 °C. For downstream analyses, luteal tissue was excised under a stereomicroscope, and remaining follicular ovarian tissue was divided for RNA extraction (TRIzol reagent), protein isolation (RIPA buffer), and paraffin embedding following fixation in 70% DEPC–ethanol with 5 µm sectioning.

### 4.2. Ovulation Rate Assessment

Corpora lutea were counted on hematoxylin–eosin-stained ovarian sections (5 µm) by two independent observers, following the method reported by Howard et al. [4]. The mean number of corpora lutea per ovary was calculated for each animal and used as an index of ovulation rate. These data are presented in Figure 1D.

### 4.3. Microarray

Total RNA was extracted from the ovary (without corpus luteum) tissues of normal pigs and minipigs using TRIzol reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. Reverse transcription of the first complementary DNA strand was performed using oligo (dT) primers (Invitrogen). Porcine glyceraldehyde-3-phosphate dehydrogenase was used as the internal control. Microarray analysis was outsourced to a commercial provider using a porcine 4 × 44K chip (Chip no. 2526440, Agilent Technologies Inc., Santa Clara, CA, USA).The NCBI Gene Expression Omnibus (GEO) accession number for the microarray data reported in this study is GSE269724. Data are available at http://www.ncbi.nlm.nih.gov/geo/ (accessed on 1 Jun 2024), where readers can find a Supplementary Analysis File containing all preprocessing analyses, annotated lists of differentially expressed genes with links to NCBI, and gene ontology and pathway analyses (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269724, accessed on 15 June 2024). The images obtained were normalized and clustered using Agilent Gene Spring Software version 2 (Agilent Technologies Inc., Santa Clara, CA, USA). Cluster analysis of the molecular characteristics and biological information on cattle genes was performed using the KEGG PATHWAY database (http://www.genome.jp/kegg, accessed on 10 June 2024, Kyoto, Japan).

### 4.4. Histology of the Ovarian Tissue

Ovarian tissues of the normal pig and minipig groups were collected and fixed in 70% diethyl pyrocarbonate–ethanol, dehydrated, paraffin-embedded, and sectioned at 5 µm thickness. Representative sections from each ovary paraffin block in the treatment group were randomly selected, and routine hematoxylin-and-eosin staining and 4′,6-diamidino-2-phenylindole (DAPI) fluorescence (V11324, Thermo Fisher Scientific Solutions, Waltham, MA, USA) staining were performed to allow histological inspection under an optical microscope (×200, ×400) [6].

### 4.5. Alizarin Red and Alcian Blue Staining

Calcium and mucopolysaccharides in the ovarian tissue sections from each treatment group were analyzed using Alcian blue and Alizarin red S (ARS) (Sigma, St. Louis, MO, USA). First, the tissues were deparaffinized and hydrated to remove the antigens in the tissues and then immersed in 0.5% ARS (*w*/*v* in water; pH 6.36–6.4) to induce staining for approximately 30 min at room temperature. Subsequently, the sections were immersed in deionized water for approximately 5 min to stop staining, dehydrated in EtOH, fixed, and mounted with Permount. Calcium deposition was visualized by using an NI2-U (Nikon, Tokyo, Japan) to analyze orange and red spots. Histological analysis was performed using NIS-Elements C software (ver. 3.2).

### 4.6. In Situ Zymography

In order to perform an in situ Zymography experiment, deparaffinization/hydration was carried out twice in xylene, 100% ethanol, and 95% ethanol for 10 min, followed by washing in ddW for 5 min and boiling in 10 mM sodium citrate for 10 min. After that, an emulsion (ddW, 10% SDS, and 2% Glycerol) and a zymography reaction buffer were mixed in a 1: 2 ratio and placed on a slide; this was followed by enzymatic reaction at 37 °C for 48 h in a slide box filled with 1 M Tris. After the reaction, the slide was dried at 37 °C and stained with hematoxylin and eosin [29]. Then, the slide was covered with cover glass and analyzed with an optical microscope (×200, ×400).

### 4.7. Immuno-Detected Ovarian Tissue Protein

E2-rɑ (ab32063, Abcam, Cambridge, UK), FSH-β (sc-7797, Santa Cruz, Dallas, TX, USA), LH-r (ab76902, Abcam), and PAPP-A (sc-365226, Santa Cruz, Dallas, TX, USA) primary antibodies and proteins were placed on 96-well ELISA plates and activated at 4 °C for 1 day to evaluate specific proteins in each tissue. Next, immune reactions were induced using secondary antibodies (Rabbit and Mouse IgG-HRP antibodies, Abcam) for 2 h at room temperature, and a substrate solution (R&D Systems, Minneapolis, MN, USA) was added. The absorbance was measured at 450 nm.

### 4.8. Immunohistochemistry

Ovarian tissue slides were deparaffinized and hydrated. Deparaffinization and hydration were performed by removing each piece of paraffin from the xylene twice for 10 min, treating it twice in 100% and 95% EtOH for 10 min to remove the xylene, and then treating it twice in D.W for 5 min to complete the hydration process. The prepared ovary tissue slides were placed in 10 mM sodium citrate, heated for 10 min to retrieve antigens, and cooled at room temperature for 20 min. Endogenous peroxidases were inactivated with 3% H_2_O_2_ for 5 min and washed thrice with 1×PBS for 5 min each. The processed slides were blocked with 5% NHS + 1% normal goat serum 1×PBS for 1 h. Then, the blocking solution was removed, and the primary antibodies were diluted 1:200 in the blocking solution and incubated overnight at 4 °C to induce antigen-antibody reactions. The slides were washed with 1×PBS for 5 min, and the secondary antibodies, HRP-conjugated anti-rabbit and anti-mouse (IgG-HRP antibody, Abcam), were diluted 1:200 in the blocking solution and incubated for 1 h at RT. The slides were then washed thrice for 5 min each with 1×PBS. Afterwards, the slides were reacted with ABC reagent (Vector laboratories, Newark, CA, USA) for 30 min, washed thrice with 1 × PBS for 5 min each, reacted with 300 µL of DAB (Vector laboratories, Newark, CA, USA) for 1 to 10 min, treated with deionized distilled water for 5 min to stop color development, counterstained with hematoxylin, and then dehydrated by being treated twice with 95% and 100% EtOH and xylene for 10 min each. The stained slides were mounted using Permount and observed under an NI2-U microscope (Nikon, Tokyo, Japan).

### 4.9. Immunofluorescence

The expression of specific proteins in ovary tissues was analyzed via immunostaining in accordance with previously reported protocols [9]. Ovary tissues collected on day 15 were deparaffinized following the immunohistochemistry protocol, rinsed in PBS for 30 min, and permeabilized with 0.2% Triton X-100 for 30 min at room temperature. After being blocked with 3% bovine serum albumin in PBS, the samples were incubated with antibodies against the active forms of mTOR (#2972, Cell Signaling Technology, Danvers, MA, USA), VEGF (ab150375, Abcam), BrdU (ab152095, Abcam), and dynactin p62 (sc-25730, Santa Cruz Biotechnology, Dallas, TX, USA) in 1:300 dilution. Subsequently, the samples were washed and incubated at room temperature for 2 h with secondary antibodies, namely, Alexa Fluor™ 488 (A11001, Invitrogen, Waltham, MA, USA) and goat anti-rabbit IgG (H+L) Dylight 594 (35560, Invitrogen), both in 1:300 dilution. Nuclei were counterstained with DAPI (Sigma, St. Louis, MO), and the samples were mounted using a fluorescence mounting medium. Finally, the cells were imaged using a fluorescence microscope (NI2-U; Nikon, Kyoto, JPN).

### 4.10. Statistical Analysis

ELISA and micro-array data were tested for significance (Duncan and General Linear Model) using Statistical Analysis System software (SAS Institute, version 9.4, Cary, NC, USA). Statistical significance was set at *p* < 0.05.

## 5. Conclusions

In this study, we investigated the molecular and hormonal differences in follicular development between minipigs and conventional pigs. The results show that minipigs have weaker hormonal signaling, reduced expression of vascular and growth-related genes, and a higher rate of follicular cell apoptosis. These factors likely contribute to their lower reproductive efficiency. Compared to conventional pigs, the minipigs showed less active ovarian remodeling after corpus luteum formation. While mTOR and VEGF were highly expressed in the conventional pigs, these pathways were downregulated in the minipigs. Histological findings supported this, revealing poorer follicular structure and reduced vascularization. The data suggest that minipigs operate under a more fragile endocrine network, which may not support follicular maintenance as effectively. Although this study focused on gene expression and tissue morphology, further work is needed to evaluate hormone receptor function and other regulatory pathways. Finally, this work points to possible areas for intervention in regard to hormonal treatment, genetic targeting, or adjusted breeding conditions. These approaches could help improve follicular survival and fertility in minipigs, an especially important goal given their growing role in biomedical research.

## Figures and Tables

**Figure 1:**
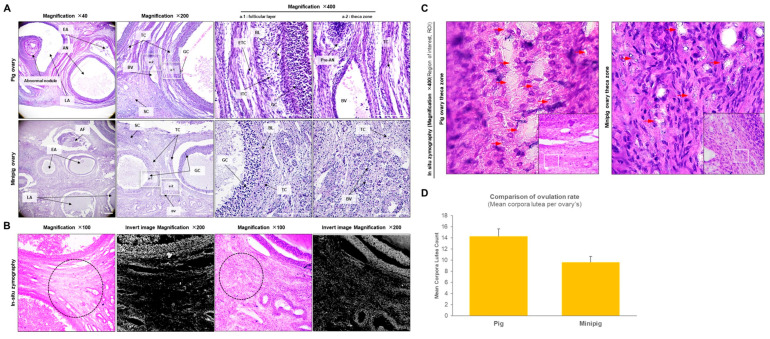
Analysis of morphological changes and differences in the cytoplasm regarding pig and minipig follicles. (**A**): These representative histochemical images compare the morphologies of large follicles in the ovaries of conventional pigs and minipigs. (**B**): The areas of granulosa, intrathecal, and extrathecal zones were quantified using in situ zymography. (**C**): To observe the theca cell region in detail in the results obtained via in situ zymography, the ROI function was used at 200× and 400× magnification. (**D**): Bars represent mean number of corpora lutea per ovary (mean ± SEM; *p* < 0.05 vs. minipigs, Student’s *t*-test). Abbreviations: AF, atretic follicle; AN, antral follicle; BL, basal layer; BV, blood vesicle; EA, early antral; ETC, extrathecal cell; GC, granulosa cell; ITC, intrathecal cell; LA, large antral; Pre-AN, preantral follicle; ROI, region of interest; SC, stroma cell; TC, theca cell. Black circles indicate areas where the reaction is prominent. Scale bar = 100 µm; magnifications = 40×, 200×, and 400×.

**Figure 2:**
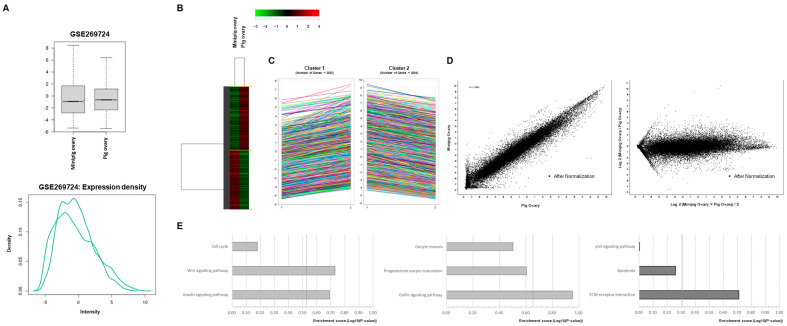
RNA microarray analysis. (**A**): Results of the unsupervised clustering analysis of minipig and control pig ovaries. (**B**): A volcano plot of all probes. The broken blue line and continuous red line denote downregulated and upregulated genes in minipig and control pig ovaries, respectively (fold-change > 3, *p* < 0.01). (**C**,**D**): Downregulated and upregulated genes in the pathway analyses of minipig and control pig ovaries, respectively. (**E**): The main mechanisms that showed the most significant differences were analyzed. The dotted line indicates the significance level (*p* < 0.05).

**Figure 3:**
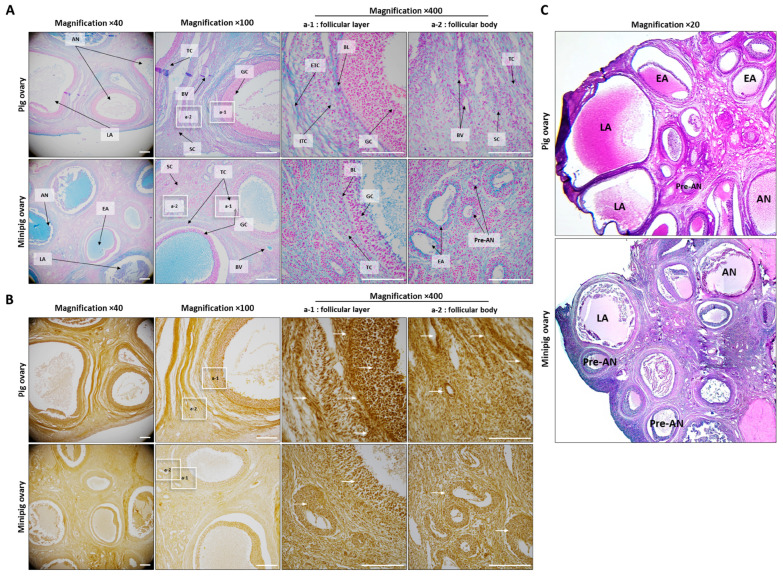
Analysis of physiological changes in the follicles of normal pigs and minipigs. (**A**): Alcian Blue staining was applied to ovary follicles to analyze the distribution of mucus in the follicles. (**B**): Alizarin Red staining was performed to analyze Ca^2+^ activity. (**C**): H&E staining. Abbreviations: AN, antral follicle; BL, basal layer; BV, blood vesicle; EA, early antral; ETC, extrathecal cell; GC, granulosa cell; ITC, intrathecal cell; LA, large antral; Pre-AN, preantral; SC, stroma cell; TC, theca cell. White arrows indicate representative high detection ranges. Scale bar = 100 µm; magnifications = 20×, 40×, 100×, and 400×.

**Figure 4:**
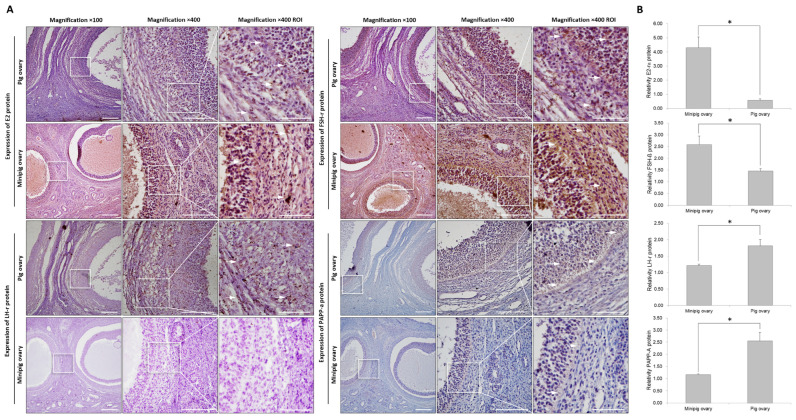
Comparative analysis of the expression locations and expression patterns of hormone-related factors. (**A**): Analysis of the expression patterns and localization of hormones responding to the follicles of normal pigs and minipigs. (**B**): Comparison of the expression patterns of hormones and PAPP-A in total ovarian protein using ELISA. White arrows indicate where the reaction is most pronounced. Abbreviations: ROI, region of interest. Scale bar = 100 µm; magnifications = 100× and 400×. * Different letters within the same column represent significant differences (*p* < 0.05).

**Figure 5:**
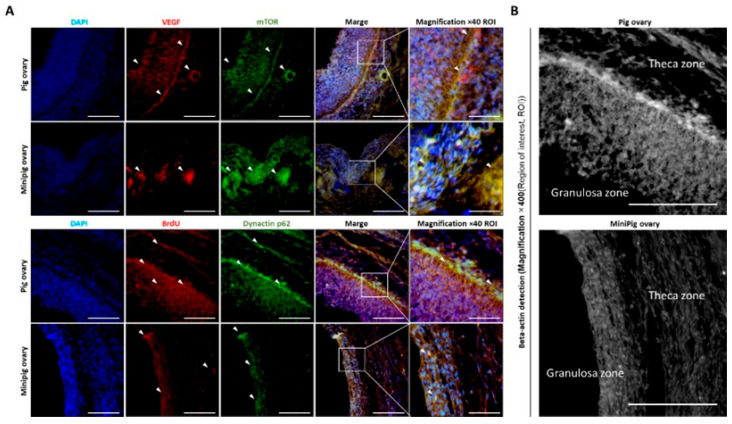
Comparison of the cell activity status of follicles by analyzing the expression patterns of cell-survival and angiogenesis factors. (**A**): The expression levels and localization of mTOR, VEGF, BrdU, and dynactin p62 proteins were analyzed using immunofluorescence, focusing on the granulosa and thecal zones of the follicles. (**B**): Analysis of cytoplasmic and morphological differences in tissues using β-actin fluorescent staining. White arrows indicate where the reaction is most pronounced. Magnification: 200x and 400x. Scale bar: 100 μm.

**Table 1:** Analysis of DOWN and upstream patterns of genes subjected to RNA microarray analysis.

Analysis Design	Cutoff	Regulation	Significant Gene (No.)	GO Information (No.)	Pathway Information (No.)
Pig_ovary vs. Minipig_ovary	1.3	DOWN	11,427	1590	1356
		UP	8247	2570	2218
	1.5	DOWN	7290	1024	882
		UP	5692	1958	1743
	2.0	DOWN	2923	486	399
		UP	2694	1017	945
	3.0	DOWN	935	195	147
		UP	1040	455	399

The darker the orange, the higher the number of genes with significant differences.

**Table 2:** Analysis of DOWN and upstream patterns of genes subjected to RNA microarray analysis.

GO Category ^(1)^	Category ^(2)^	Total Genes ^(3)^	Changed Genes ^(4)^	Enrichment ^(5)^	Log10(p) ^(6)^	*p*-Value ^(7)^	False Discovery Rate ^(8)^
GO:0055114_oxidation_reduction	biological_process	130	68	2.019967	−10.688729	2.05 × 10^−11^	0
GO:0016491_oxidoreductase_activity	molecular_function	158	72	1.759763	−7.786661	1.63 × 10^−8^	0
GO:0005739_mitochondrion	cellular_component	96	47	1.890625	−6.292212	5.10 × 10^−7^	0
GO:0009055_electron_carrier_activity	molecular_function	60	33	2.123936	−5.989606	1.02 × 10^−6^	0
GO:0005737_cytoplasm	cellular_component	502	170	1.307748	−5.796112	1.60 × 10^−6^	0
GO:0044444_cytoplasmic_part	cellular_component	343	123	1.384809	−5.464044	3.44 × 10^−6^	0
GO:0044429_mitochondrial_part	cellular_component	55	30	2.106383	−5.385052	4.12 × 10^−6^	0
GO:0022900_electron_transport_chain	biological_process	22	16	2.808511	−5.304345	4.96 × 10^−6^	0

(1) GO category: GO number and GO term. (2) Category: top-level category to which GO belongs; BP: biological process; CC: cellular component; MF: molecular function. (3) Total genes: the number of genes in the input microarray data belonging to the corresponding GO. (4) Changed genes: the number of genes whose expression values in the experimental group are significantly different from those in the control group among all the genes in the corresponding GO (fold-change cutoff = 2.0). (5) Enrichment: the degree to which significant genes in the corresponding GO are enriched. (6) Log10(p): the value obtained by taking the log2 of the *p*-value of Fisher’s exact test results indicates whether the number of significant genes in the corresponding GO is statistically significant. (7) *p*-value: the *p*-value of Fisher’s exact test indicates whether the number of significant genes in the corresponding GO is statistically significant. (8) False discovery rate: a value indicating the possibility that the corresponding GO is false positive.

## Data Availability

The additional data supporting this manuscript are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

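Gene expression was measured in ovarian tissue without corpora lutea on day 15 of the cycle, with 1 single-colour porcine Agilent array for conventional pigs and 1 for minipigs. The authors scanned the arrays and ran Feature Extraction 10.7.3.1, and deposited its output, in which the processed intensity of each spot is corrected for background and spatial trends but not normalized between arrays. The authors also deposited a table of log2 values for 5617 probes, which is the processed intensity on the log2 scale minus 1 constant per array, close to the 75th percentile. It lists only probes well above background on both arrays that differ at least 2-fold. The paper names Agilent GeneSpring for normalization and clustering, and its text does not name the normalization or the filter. The table and the scanner files assign the 2 arrays to opposite breeds, and neither the paper nor the values settle which is right. The labels of the scanner files were used for every value.

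From the intensities, spots flagged as outliers and control spots were left out, repeated spots of a probe were averaged on the log2 scale, and each array's 75th percentile was subtracted. A probe counted as well above background when most of its spots, or as many as not, carried that flag. Where this held on 1 array only, the brighter array was compared with the lowest intensity well above background on the other array, or with the probe's own intensity if higher, which gives a bound. The value of a gene is the median over its probes, bounds included. Accessions of the probes were matched, without versions, to the RefSeq table of the pig assembly Sscrofa11.1, which named 5577 of 43597 probes and 2459 genes, and no coordinates were taken from it. No p-value was computed, since there is 1 array per breed. Both arrays lay on 1 slide, so the slide did not differ between the breeds. The precision is limited by the number of arrays, and dim probes are limited by background: 4695 probes were not well above background on either array.

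Counts of probes were made at fold-change cutoffs of 1.3, 1.5, 2 and 3. Lists of genes for 11 pathways and 9 groups of tissue markers were written before the data were examined. The median log2 difference of each list was placed among the medians of 10000 random lists of the same size, matched in 10 bins of mean level. A list stood apart when its median lay outside the central 95% of them. All lists but that of luteal and steroidogenic markers had values for under 80% of their genes, because few probes could be named. Lists of immediate early and heat shock genes were added after some values had been seen. Genes were named by a rule set beforehand: 18 genes listed for the proteins, protein families and pathways the paper names, not all of them named in it as genes (MMP2 and MMP9 for matrix metalloproteinases, GNRHR for GnRH signaling, IGF1 and IGF1R for IGF), the 5 genes with the largest difference each way among those with 2 or more probes that were all well above background on both arrays and all past 2-fold the same way, and the 2 highest genes of each list on each array among those whose probes were all well above background on both arrays. Of the 18, 13 had a value. ACTB, DCTN4, GAPDH, MTOR and PAPPA were not named on the array by this matching and were not analysed here. The values of 3 genes that the rule names are not reported here.

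The alternatives set beforehand were normexp background correction with an offset of 50, median centring, quantile normalization, loess normalization of the difference on the mean level (span 0.3), no filter on dim probes, only probes well above background on both arrays, the deposited log2 table, gene symbols in place of probes for counts, and the brightest probe of each gene in place of the median over probes. Normexp was planned on mean spot signals and was run on median spot signals and median local background. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp. The steps were tested on simulated data for the 2 arrays with 37829 probes, made from the real levels and the spread of repeated spots. Of 200 probes changed by 2 on the log2 scale, 100% were found past 2-fold in the right direction, with 4 false calls. Of 200 random lists of 20 genes out of 2332 genes, 3.50% stood apart, and a list shifted by 0.5 did. The simulated differences held the spread of spots alone, which is narrower than that of the real differences. These rates therefore check the steps and not what the real arrays can detect. On the real arrays the luteal list, with a median of 0.70, did not stand apart.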

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

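The tests of the breed labels, scaling, single probes, follicle share and luteal tissue were chosen after the results were seen; the marker lists themselves were written before the data were examined.

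The paper does not report lists of markers of ovarian cell types, although it names the receptors that FSHR and LHCGR, which are among them, encode. Of these lists, granulosa, theca and oocyte markers were flagged because their medians lay outside the random lists. The 12 granulosa markers with a value, of 17, had a median log2 difference of -1.40, conventional pig minus minipig, below all 10000 random lists. The 10 oocyte markers with a value, of 28, had a median of -1.13, and all 10 were higher on the minipig array. The 6 theca markers with a value, of 11, had a median of -0.88, at percentile 0.020. Luteal and steroidogenic markers, 18 of 22 with a value, were not flagged. Their median of 0.70, at percentile 96.2, lay within the random lists, while their mean was 1.06. Of the 18, 8 were at least 2-fold higher on the conventional pig array and 2 on the minipig array. SCP2 was at 4.52, HSD3B1 at 3.11 and STAR at 3.07. In the same list SULT1E1, chosen after its values were seen, went the other way: it was not well above background on the conventional pig array and at least 10.3-fold higher on the minipig array. The first 3 lists cover under 80% of their genes and describe only the genes measured. INHBA, LHCGR and STAR stand in 2 of the lists, and all genes counted were well above background in ovary without corpora lutea on at least 1 array. Not all markers moved alike: CYP19A1 was at 0.09, NR5A1 at 0.02 and LHCGR at -0.62, and the 2 probes of INHBA gave -3.91 and 0.37. Probes of CYP19A1 (-0.34 and 0.52) and NR5A1 (from -0.72 to 0.75) disagreed too, so their values do not show that these genes were unchanged.

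Scaling between the arrays is argued against, since the granulosa median came no closer to 0 than -1.25 under median centring, quantile and loess normalization. The pattern did not depend on taking the median over probes. With the brightest probe of each gene, in these lists and in the random lists alike, the granulosa and oocyte medians lay below all random lists and the theca median at percentile 0.150. Errors of single probes stay open, because this alternative still rests each gene on 1 probe and cannot change a gene with 1 probe. The oocyte median stayed at -1.13. Genes of random lists carry such errors as well. For single marker genes such errors also stay open: of 18 with several probes, 66.7% had all probes in the same direction. A smaller share of follicle cells in the tissue on the conventional pig array is a candidate explanation, and the endothelium, smooth muscle and immune markers did not decide it, since the highest of them lay at percentile 91.9, within the random lists. Residual luteal tissue on that array may also contribute. Its list lay at percentile 96.2, also within the random lists, while STAR, the brightest of its genes named, had a level of 7.19 on the conventional pig array and 4.02 on the minipig array, in log2 above the 75th percentile. A difference between the breeds in follicle development is the biological explanation the design offers. With 1 array per breed it was not tested, and variation between animals was not measured.

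The breed labels cannot be told apart: all 5617 probes of the deposited log2 table equal the scanner intensities of the array labelled as the opposite breed, so each direction above is the opposite one by the labels of that table.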

How the results depend on the processing

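The sum over cutoffs and the use of the constants of the deposited log2 table were chosen after seeing the data; the other alternatives were set before the data were examined. The counts of probes stayed within 1.5 times the main counts under median centring, quantile and loess normalization, with no filter on dim probes, with probes well above background on both arrays and, at 2-fold and 3-fold, in the deposited log2 table, although no filter took the 3-fold minipig count from 1184 to 1703. They were also within 1.5 times with the constants of that table and probes well above background on both arrays. The table lists only probes past 2-fold, so it gives no counts at 1.3-fold or 1.5-fold and no list medians. Normexp correction gave 8002, 4268, 1411 and 408 probes higher on the minipig array at 1.3-, 1.5-, 2- and 3-fold. On the conventional pig array it gave 6563, 4364, 2020 and 761, which stayed within 1.5 times the main counts. The cause of this unequal change was not tested. Counting genes in place of probes gave 743, 561, 277 and 129 genes higher on the conventional pig array and 568, 383, 188 and 73 higher on the minipig array, because few probes have a gene symbol. Summed over the 4 cutoffs, so that a probe is counted at each cutoff it passes, the counts were 18792 for the conventional pig array and 25733 for the minipig array.

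The cell cycle and the VEGF and angiogenesis lists stood apart from random lists under all 7 alternatives that give list medians, with medians from -0.50 to -0.20 and from 0.51 to 0.70. Whether a different share of follicle or luteal cells in the tissue moved either list was not tested. The p53 list stood apart only under normexp correction, with a median of -0.17; the cause was not tested. Of the marker lists, that of luteal and steroidogenic genes also stood apart only there, at 0.75. Granulosa, theca and oocyte markers stood apart under all 7. The medians of the GnRH, ECM-receptor, ECM remodeling and oocyte maturation lists changed sign under at least 3 of 7 alternatives and none stood apart. The share of genes past 2-fold moved to 23.8% under normexp correction for ECM remodeling enzymes, and to 57.9% under median centring and 10.5% under quantile normalization for the electron transport chain; the cause was not tested. Of the 82 named genes, quantile normalization moved 22, normexp correction 20 and the brightest probe 17 by more than the SD of a difference between 2 single spots. Probes well above background on 1 array only give bounds, and those above it on neither give no value. None of the 49 named genes past 2-fold changed sign under these 7 alternatives, whereas 8 of the 82 named genes, each under 2-fold, did under at least 1. Some of the 49 fell under 2-fold, such as HK2 at 0.48 and SOCS2 at -0.71 under normexp correction.

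In the deposited log2 table all 54 named genes it lists have the opposite sign, because its breed columns hold the opposite arrays, and 49 of them were past 2-fold. The table lists only probes past 2-fold, so its values leave out the other probes of a gene. For INHBA it holds 1 of 2 probes, and the log2 difference over both was -1.77 by the scanner labels, with the other probe at 0.37. For CYP17A1 it also holds 1 of 2, and the value over both was -1.74. CD14 was at 1.04 and SERPINE2 at -1.03 over all their probes. Higher in the conventional pig in the table were SFRP4 4.71, SAL1 4.58, IGFBP2 4.31, CYP19A3 4.12, AMY2 3.95, INHBA 3.92, JUN 3.76, INSL3 3.76, FSHR 3.64. Further such genes were HSD17B1 2.96, IL1B 2.94, HSP70.2 2.85, CYP17A1 2.49, TNC 2.14, KIT 2.04, DES 2.00, ANGPT2 1.77, MOS 1.75. Further such genes were CDC20 1.63, EFNB2 1.63, CDK1 1.51, GADD45A 1.47, CNN1 1.32, BIRC5 1.25, SOCS2 1.19, MMP11 1.17, SERPINE2 1.12. Higher in the minipig in the table were MT1A -4.63, SCP2 -4.52, DHRS4 -3.95, MSMO1 -3.82, FABP3 -3.81, LOC396781 -3.33, TIMP1 -3.20, HSD3B1 -3.11, STAR -3.07. Also on that side were EDNRB -2.88, ANGPTL4 -2.58, IGFBP3 -2.25, TIMP2 -2.19, PGRMC1 -2.11, UQCR10 -1.73, SDC4 -1.63, CFLAR -1.58, ATP5G1 -1.42. Also on that side were XIAP -1.36, HK2 -1.31, MMP9 -1.28, CD14 -1.27. No paired analysis was possible because there is 1 array per breed.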

Differences from the paper's values

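The paper's text gives 17673 genes higher and 22575 genes lower in conventional pigs, 40248 in all. Counted once each at the lowest cutoff of 1.3-fold, 8711 probes were higher on the conventional pig array and 12749 on the minipig array, 21460 in all. None of the alternatives set before the data were examined that give these counts came within 1.5 times of the paper's values: for both directions together they gave 14565 under normexp correction, 20797 under median centring, 20471 under quantile normalization, 20602 under loess normalization, 23695 with no filter, 19654 with probes well above background on both arrays and 1311 by gene symbols. Summed over the 4 cutoffs, an alternative chosen after seeing the values, the counts were 18792, 25733 and 44525, within 1.5 times of the paper's. The paper's own Table 1 sums over its 4 cutoffs to 17673 for UP, 22575 for DOWN and 40248 for both, while its 1.3-fold counts sum to 19674. With the constants of the deposited log2 table and probes well above background on both arrays, also chosen after seeing the values, the sums were 17684, 22577 and 40261, and no single count differed from Table 1 by more than 4 probes. The paper's 1472 and 681 genes equal the sums of its GO information counts in Table 1 at cutoffs 2.0 and 3.0.

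The paper states that Wnt signaling was enriched in conventional pigs and suppressed in minipigs, whereas the Wnt genes with a value had a median log2 difference of -0.18, with 14 of 23 higher on the minipig array. For GnRH signaling, stated as more active in conventional pigs, 11 of 22 genes were higher on each array. ECM remodeling genes are stated as higher in conventional pigs, and 10 of 21 were. Progesterone-mediated oocyte maturation is stated as lower in minipigs, and 18 of 36 genes of that list were higher on each array. For ECM-receptor interaction, stated the same way, 11 of 19 genes were higher on the minipig array. The medians of the last 4 groups were above 0 under some of the alternatives set before the data were examined, up to 0.14 for GnRH signaling, 0.17 for ECM remodeling, 0.16 for oocyte maturation and 0.13 for ECM-receptor interaction. The lists hold values for under 80% of their genes and are void as a measure of the pathways. Medians and tallies are also another measure than the paper's pathway enrichment, which was not recomputed. They count inhibitors like other genes: SFRP4 (-4.71), which encodes a Wnt antagonist, is in the Wnt tally on the minipig side. The paper also states lower expression of cell viability genes in minipigs, and of the cell cycle genes, 1 of the lists taken for them, 21 of 25 were higher on the minipig array. Of the p53 signaling genes, 15 of 25 were higher on the minipig array. Of the apoptosis genes, 19 of 33 were higher on the conventional pig array. The paper's statement of more apoptosis by way of Caspase-3 and P53 in minipigs does not name the microarray, so the p53 and apoptosis lists were given no side. Under the breed labels of the deposited log2 table each of these tallies would turn round. That would put the Wnt, ECM remodeling, ECM-receptor and cell cycle tallies on the side the paper states. It would move to the opposite side 3 lists that by the scanner labels lie on the side it states: insulin and IGF genes (25 of 41 higher on the conventional pig array), electron transport chain genes (17 of 19) and VEGF and angiogenesis genes (18 of 23). Of these 3, only the VEGF and angiogenesis list stood apart from random lists.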

Other observations

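The tests of handling and heat shock were written before the genes they use were seen, and the bar of 80% of genes with a value was applied to them after their medians were seen; the tests of scaling and of the breed labels were chosen after their results were seen.

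The deposited log2 table and the scanner files differ in their breed labels: 5617 of the 5617 probes of the table equal the scanner intensities of the array labelled as the opposite breed, up to a constant and a largest departure of 7.46e-07. Between columns and scanner files of the same label the correlation across probes was 0.828. An exchange of labels in one of the deposits is what the values show, and which deposit carries it cannot be told apart, because no sample label or gene in the design fixes the breed. Every direction here rests on it. No biological explanation was tested for it.

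The counts in the paper's Table 1 can be set against both sets of breed labels. With the constants of the deposited log2 table and probes well above background on both arrays, 2698 probes were at least 2-fold higher on the conventional pig array and 2924 on the minipig array by the scanner labels, beside the paper's 2694 UP and 2923 DOWN. The text reads UP as higher in conventional pigs, which is the side of the scanner labels. By its own labels, the deposited table has 2923 probes higher in the conventional pig and 2694 higher in the minipig. Figure 2A draws the higher maximum for the minipig, as in the table, where the highest value is 9.43 in the minipig column and 7.65 in the conventional pig column.

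Several genes whose protein products the paper names had transcript values. FSHR had a log2 difference of -3.63 from 1 probe and ESR1 of -0.29, with probes from -0.76 to 0.11 and 1 of them a bound. LHCGR was at -0.62 on 2 probes. VEGFA was at 0.78. FSHB, a pituitary hormone gene, was at 0.60 and at -0.0058 after normexp correction. Transcript values do not measure the proteins, and each sign is the opposite one by the labels of the deposited table. Genes of VEGF signaling and angiogenesis, 23 of 59 with a value, had a median of 0.54, at percentile 99.9 of random lists, with 18 higher on the conventional pig array. EDNRB (2.88) and ANGPTL4 (2.59) were the highest there, and ANGPT2 (-1.77) and EFNB2 (-1.63) on the minipig array. The list covers under 80% of its genes and describes those measured. Its difference was not separated from the mix of cells in the tissue.

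The other marker lists lay within the random lists. Endothelium (5 of 16) had a median of 0.46, smooth muscle (5 of 13) of -0.20, immune cells (14 of 25) of 0.18 and ciliated oviduct or surface epithelium (5 of 22) of -0.28. Of 14 red blood cell genes only HBE1 had a value, 0.02.

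JUN, at -3.76, and HSP70.2, at -2.84, were higher on the minipig array. Handling of the tissue before freezing could raise immediate early genes. Without JUN, 11 of 24 such genes had a value, with a median of -0.54 at percentile 0.385 of random lists; 4 were at least 2-fold higher on the minipig array, including FOS at -1.98, and 1 on the other, IER3 at 1.13. The genes of this list were not part of the rule for naming genes and FOS and IER3 were chosen after their values were seen. The list covers under 80% of its genes, so the test is void for the list as a whole and handling stays open; without that bar the percentile of 0.385 would count in favour of handling. A heat shock response was tested on 14 genes without HSP70.2. Only 5 had a value, with a median of -0.0011 at percentile 20.2, which decides nothing. Past 2-fold was only HSPB1, at 2.35 and so on the side opposite to HSP70.2, and it too was chosen after its value was seen. An earlier run that held HSP70.2 by error also lay within the random lists. A breed difference stays open too, untested.

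More probes were 1.3-fold higher on the minipig array than on the conventional pig array. After quantile normalization the share higher on the minipig array was 50.2%. This decides nothing about its cause, because that normalization and the other centrings force the difference toward balance, and the share of 59.4% at the main setting cannot be told apart from an effect of scaling. Whether the breeds differ in this share was not tested, with 1 array per breed.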
